# Insulin use promotes pro-inflammatory changes in the transcriptome of atherosclerotic plaques in patients with diabetes mellitus^☆^

**DOI:** 10.1016/j.jmccpl.2025.100829

**Published:** 2025-11-16

**Authors:** Angelle Bradford, Tadashi Yoshida, Sergiy Sukhanov, Foster F. Woods, Patrice Delafontaine, Hernan A. Bazan, T. Cooper Woods

**Keywords:** Plaque rupture, Diabetes mellitus, Atherosclerosis, Stroke, Transcriptome

## Abstract

**Background:**

Diabetes Mellitus is associated with increased risk of myocardial infarctions and strokes due to accelerated atherosclerotic plaque development and rupture. The mechanisms driving plaque rupture in the diabetic setting remain unclear.

**Methods:**

We sequenced ribosome-depleted total RNA from carotid plaques obtained from diabetic subjects undergoing carotid endarterectomy with high-grade stenosis, who either recently experienced a carotid-related ischemic cerebrovascular event (Symptomatic, *n* = 6) or had no such event (Asymptomatic, n = 6).

**Results:**

Principal component analysis of the most variable transcripts demonstrated that sex and insulin use, rather than plaque rupture status, were the major contributors to the variability in the dataset. Hierarchical clustering further highlighted the importance of these factors in the dataset but also included two clusters whose expression was elevated in the symptomatic group. These clusters were enriched with transcripts for immunoglobulins and matrix metalloproteinases, suggesting increased B-cell infiltration and extracellular matrix degradation in the symptomatic plaques. We identified only two transcripts, *RNU2–1* and *PI4KAP1*, as significantly up-regulated in the symptomatic group. We identified 35 transcripts with altered expression in subjects on insulin therapy, including regulators of B-cells (*MZB1*), T cells (*BTN3A1, BTN3A2, BTN3A3, CD96*, and *CTSW*), and macrophages (*MPEG1*). Next, we used spatial deconvolution to focus on differentially expressed genes in the fibrous cap of the carotid plaques. In the symptomatic group, we identified elevated levels of five angiogenesis-associated transcripts (*ALS2CL, EPHB4, SMAD1, PREX2, EFNA5*), suggesting increased intraplaque neovascularization in ruptured plaques.

**Conclusions:**

Thus, insulin use significantly impacts the transcriptome of atherosclerotic plaques, promoting vascular inflammation.

## Highlights

• In diabetes, insulin use is a primary contributor to transcriptome variability and promotes vascular inflammation.
• Clustering groups transcripts for matrix metalloproteinases and immunoglobins in a similar manner as in non-diabetics.
• Spatial deconvolution shows the fibrous cap of ruptured plaques in diabetics is enriched for angiogenic transcripts.

## 1 Introduction

The diabetic population is at a 2-to-4-fold increased risk for heart attack and stroke due to an accelerated development of atherosclerotic plaques. The rupture of atherosclerotic plaques releases thromboemboli into the blood, leading to ischemic events, including myocardial infarctions and strokes. [1,2] Given the disproportionately high prevalence of cerebrovascular events in diabetic individuals, understanding the changes in the plaque transcriptome specific to this population is essential for developing targeted interventions to reduce morbidity and mortality associated with diabetes mellitus.

Stable atherosclerotic plaques are characterized by a protective fibrous cap overlying the lipid-rich necrotic core of the plaque. [3] The fibrous cap is formed by vascular smooth muscle cells (VSMCs) that migrate from the media to the intima of the artery, proliferate, and secrete collagen. [4] Thinning of the fibrous cap in the late stages of atherosclerosis creates a rupture-prone thin cap fibroatheroma. [5] Ruptured plaques have thinner overlying fibrous caps with reduced VSMC and collagen content. Macrophage, T-cell, B-cell infiltration, and neovascularization also characterize the ruptured plaque. [2,6] While these factors have been implicated in atherosclerotic plaque development in diabetes, further data is needed to understand their role in plaque rupture. [7,8]

Type 2 diabetes mellitus, a chronic metabolic disorder, arises from the development of peripheral insulin resistance coupled with inadequate insulin secretion from the pancreatic β-cells to maintain normal glucose homeostasis. Though treatment begins with lifestyle changes and progresses to the use of one or more oral anti-hyperglycemic agents, ultimately many patients will require insulin therapy. [9] The Look AHEAD trial found that of the 3913 type 2 diabetic patients who were not on insulin therapy at baseline, 27.8 % initiated insulin therapy within the subsequent ten years. [10] A more recent study in 24,360 patients treated with metformin found that 10 % began insulin therapy within 5 years. [11] As insulin has direct effects on the vasculature, the role of insulin therapy in the cardiovascular complications of diabetes warrants consideration.

We previously characterized the transcriptome of recently ruptured carotid plaques in non-diabetic subjects, highlighting their enrichment in transcripts linked to B-cell function and matrix metalloproteinases. [12] Here, we identify insulin and sex as the major contributors to differences in the transcriptomes of asymptomatic and recently (~ 5 days) ruptured carotid plaques of diabetic subjects, including using spatial deconvolution to identify active mechanisms that operate in the fibrous cap.

## 2 Materials and methods

### 2.1 Sample collection

Carotid plaque specimens and relevant medical histories were acquired from a total of 12 patients with a prior diagnosis of type 2 diabetes undergoing carotid endarterectomy (CEA) in the Section of Vascular/Endovascular Surgery in the Department of Surgery at the Ochsner Clinic in New Orleans, LA. Samples were stratified according to their sex, whether they were on insulin therapy (Insulin Use), and whether they had a recent ischemic cerebrovascular event (Status). Those without a recent ischemic cerebrovascular event (asymptomatic) included patients undergoing CEA without a previous neurologic event but with high-grade carotid stenosis (*n* = 6). The symptomatic group (n = 6) consists of patients undergoing CEA within an average of 5 days of an acute neurologic event (transient ischemic attack or acute stroke). The samples were immediately snap-frozen and stored in liquid nitrogen until processing for RNA isolation.

All procedures in this study were performed following the ethical standards of the 1964 Helsinki Declaration. This study was approved by the Ochsner Health Institutional Review Board (IRB protocol # 2010.130B). All participants gave written informed consent for their participation in the study.

### 2.2 RNA isolation

Total RNA was obtained from the carotid plaques as previously described. [12] The plaque tissue was sectioned into six transverse segments of ~1 cm in length, and plaque content was determined via macroscopic examination. Sections containing complicated lesions were homogenized in TRIzol Reagent (ThermoFisher) using a rotor-stator homogenizer, and total RNA was isolated using the miRNeasy Mini Kit (Qiagen).

### 2.3 RNA-sequencing

Library preparation and sequencing were performed by The University Wisconsin Biotechnology Center. Ribosomal RNA was reduced using the RiboZero assay (EpiCentre-Illumina), and an RNA-Seq library was constructed with the stranded TruSeq RNA kit (Illumina). Quality of the RNA sample and DNA library was confirmed using the 2100 Bioanalyzer system. Using a HiSeq2000 (Illumina), 1 × 100 bp sequencing was performed. Sequence alignment to the human genome (hg19 assembly) was performed by the Tulane Next Generation Sequence Analysis Core using Novoalign (Novocraft), and splice junctions were identified using TopHat. [13] Coverage files and FPKM values were generated using SAMMate, and coverage was visualized on the Integrated Genome Viewer. [14,15] The sequencing data generated were deposited in the Gene Expression Omnibus (GEO) under accession number GSE311535.

### 2.4 Transcriptome analysis

Transcript abundance estimates were imported using *tximport* package and principal component analysis (PCA), hierarchical clustering, and identification of differentially expressed genes (DEGs) were performed in an unsupervised manner using the *DESeq2* package. [16,17] DEGs were defined as those transcripts with a p-adjusted value <0.05 with a fold change >2. Spatial deconvolution was performed using the *bulk2space* package. [18] The GSE260657 dataset was used as the single-cell reference and GSE220218 was used as the spatial reference. [19,20] For *bulk2space*, the default parameters were used.

### 2.5 Statistical analysis

All analyses were performed using R 4.4.0 and Python 3.8. Wilcoxon rank-sum test and Pearson correlation coefficient were used to determine differential gene expression and genetic similarity. *P* < 0.05 was considered statistically significant. Bonferroni correction was used for multiple testing.

## 3 Results

### 3.1 Patient population characteristics

Carotid plaques were obtained from 12 patients undergoing carotid endarterectomy (CEA) with a diagnosis of diabetes. All patients had significant carotid plaques, with six being asymptomatic and six having had a recent ischemic cerebrovascular event (Table 1). There was no significant difference in age, body mass index, lipid profile, serum creatinine, estimated glomerular filtration rates, percent stenosis, or hemoglobin A1c between the two patient groups. Additionally, there were no significant differences in the rates of smoking, alcohol use, or chronic kidney disease between the groups. Each group had similar insulin, metformin, aspirin, statin, and clopidogrel use. The time between the cerebrovascular event and the CEA in the symptomatic group was 5.3 ± 0.8 days.

**Table 1:** Patient Characteristics.

	Total			Asymptomatic			Symptomatic			
Characteristics	(*n* = 12)			(*n* = 6)			(n = 6)			*P*-value
Age, y	70.9	±	2.5	68.8	±	4.5	73	±	2.2	0.43
Sex, % Male	6		(50 %)	6		(50 %)	6		(50 %)	1.00
Body Mass Index, kg/m^2^	24.5	±	4.3	29.6	±	1.9	20.0	±	6.5	0.20
History of Smoking	7		(58 %)	4		(67 %)	3		(50 %)	0.56
History of Ethanol Use	3		(25 %)	1		(17 %)	2		(33 %)	0.51
Total Cholesterol, mg/dL	161.8	±	14.6	165.2	±	16.0	157.5	±	29.0	0.83
HDL, mg/dL	38.2	±	2.2	40.4	±	3.5	36.0	±	2.5	0.34
LDL, mg/dL	86.2	±	11.4	79.92	±	7.2	94.0	±	25.7	0.63
Triglycerides, mg/dL	203.7	±	35.5	213.8	±	41.9	193.6	±	62.0	0.80
Serum Creatinine, mg/dL	1.1	±	0.1	1.1	±	0.1	1.08333	±	0.1	1.00
eGFR, mL/min/1.73m^2^	74.9	±	4.9	74.8	±	6.6	74.9	±	7.8	0.12
Chronic Kidney Disease	4		(33 %)	2		(33 %)	2		(33 %)	1.00
Percent Stenosis	82.3	±	3.4	82.0	±	3.5	82.5	±	6.1	0.29
Hemoglobin A1c	8.0	±	0.5	8.1	±	0.8	7.9	±	0.6	0.86
Insulin Use	6		(50 %)	3		(50 %)	3		(50 %)	1.00
Metformin Use	7		(58 %)	3		(50 %)	4		(67 %)	0.56
Aspirin Use	10		(83 %)	4		(67 %)	6		(100 %)	0.12
Statin Use	11		(92 %)	5		(83 %)	6		(100 %)	0.30
Clopidogrel Use	5		(42 %)	3		(50 %)	2		(33 %)	0.56

Values are means ± SE; HDL, High Density Lipoprotein. LDL, Low Density Lipoprotein. eGFR, estimated Glomerular Filtration Rate.

### 3.2 Principal component analysis of highly variable transcripts suggests sex and insulin use are the major contributors to the variability in the transcriptome

We performed RNA-Seq on ribosome-depleted total RNA obtained from the carotid plaques to compare the transcriptome of plaques before and after rupture. 

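The counts analysed here came from 12 carotid plaques, 6 from asymptomatic and 6 from symptomatic patients, with 1 library per plaque. The deposited table held whole-number counts for 40376 gene symbols. Total counts ranged from 16657492 to 21244238 (median 18555685) in the asymptomatic group and from 16788328 to 28135458 (median 21439016.5) in the symptomatic group, and did not differ beyond the spread between plaques (exact permutation test, two-sided, p = 0.128). The mitochondrial ribosomal RNAs MT-RNR1 and MT-RNR2 took 17.7% ± 3.51 (SD, n = 6) of the counts in asymptomatic and 17.3% ± 4.76 (SD, n = 6) in symptomatic plaques. Immunoglobulin genes took 0.00608% to 0.992% of the counts in asymptomatic and 0.0506% to 2.50% in symptomatic plaques. The methods describe alignment to hg19 with Novoalign and TopHat and FPKM values from SAMMate, followed by import with tximport and testing with DESeq2. The submitters' processing notes name GRCh38, RSEM 1.3.0 and DESeq2 instead. The paper describes a stranded library kit and the sample labels one without strand information, so genes that overlap on opposite strands, and near-identical gene copies, are uncertain where reads could be split between them. From the counts, symptomatic plaques were compared with asymptomatic plaques by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, over the 21892 genes that passed edgeR's filter on low counts (a minimum count of 10). Levels are given as CPM, counts scaled to the TMM-normalized library size. Genes of the Y chromosome, XIST and its neighbours were left out of the tests of genes and gene lists. A gene list was scored in each plaque as the mean over its members of log2 CPM (prior count of 2), centred on each gene's mean over the 12 plaques, and tested by an exact permutation test over all assignments of the plaques to the groups. Insulin use was not assigned to single plaques here, so the counts were compared by plaque status alone.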

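The 57 genes with the largest variance over the 12 plaques, after DESeq2's variance-stabilizing transformation, were mostly genes of antibody-producing cells and tissue-degrading enzymes. Of the 57, 31 were immunoglobulin genes, 5 were matrix metalloproteinases (MMP1, MMP7, MMP8, MMP9 and MMP12), 10 were sex-linked and 11 were others. Among the others were SPP1, which encodes osteopontin, and the macrophage scavenger receptor MARCO, both named after their values were seen. In a principal component analysis of these 57 genes, centred and not scaled, PC1 held 54.0% of the variance and PC2 held 18.5%.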

PCA of the 57 most variable transcripts achieved the greatest separation along the first principal component (PC1), which accounts for only 45.8 % of the total variability (Fig. 1). The separation included overlapping asymptomatic and symptomatic samples and adding additional transcripts did not enhance the separation. Additionally, the separation did not relate to hemoglobin A1c or metformin use. 

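Asymptomatic and symptomatic plaques overlapped on both components. Mean PC1 scores differed between the groups by 0.65 SD of the scores (exact permutation test, two-sided, p = 0.273), and mean PC2 scores by 0.68 SD (exact permutation test, p = 0.251). Plaque status accounted for 11.6% of the total variance of the 57 genes (exact permutation test, p = 0.249). The nearest neighbour of a plaque had the same status in 2 of 12 plaques, in 4 of 12 with 1000 genes or without the immunoglobulin genes, in 5 of 12 with 5000 genes and in 6 of 12 without the sex-linked genes. Without the sex-linked genes status accounted for 15.5% of the variance (exact permutation test, p = 0.143). With the 5000 most variable genes, in which immunoglobulins were 159 and metalloproteinases 16 of the genes, PC1 held 38.7% of the variance and status accounted for 8.96% of the total (exact permutation test, p = 0.413). With 20, 100, 200, 500 and 1000 genes, status accounted for 9.01%, 12.6%, 12.2%, 11.0% and 10.1% of the variance.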

The samples were clustered according to sex into two groups separated along the diagonal. Additionally, there was partial separation according to insulin use along PC1. This contrasts with our previous study, which had similar samples from non-diabetic male subjects, where a recent stroke was the dominant factor underlying variability in the transcriptome. [12] This suggests the presence of diabetes significantly impacts the transcriptome of arteries.

**Fig. 1:**
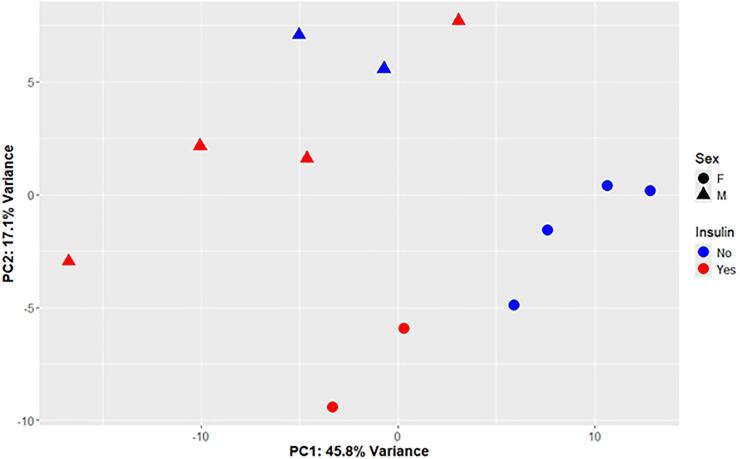
Principal component analysis (PCA) indicates sex and insulin use are associated with alterations in the transcriptome. PCA plot of the top 57 most variable transcripts in asymptomatic and recently ruptured plaques. Triangles (▲) indicate male and circles (●) indicate female subjects. Subjects on insulin therapy are colored red and those that are not on insulin are blue. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

### 3.3 Hierarchical clustering of highly variable transcripts identifies clusters associated with plaque rupture in addition to sex and insulin use

To further examine the changes in gene expression that occur with plaque rupture in the diabetic population, we performed hierarchical clustering of the transcripts in the carotid plaques (Fig. 2). No set of transcripts led to clustering that separated the ruptured and asymptomatic samples. 

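Complete-linkage clustering of the 12 plaques on the 57 most variable genes, by Euclidean distance and divided into 2 branches, placed 7 of the 12 plaques with their own status (Fisher's exact test, two-sided, p = 1). Branches were matched to status in the way that gave the higher count, so 6 of 12 is the lowest possible. With 100, 200 or 500 genes the number was again 7, and with 20, 1000 or 5000 genes it was 6. Clustering without the immunoglobulin genes also placed 6 of 12. Without the sex-linked genes it placed 8 of 12 (Fisher's exact test, p = 0.545). For each other set of genes named here Fisher's exact p was 1.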

Clustering of the 57 most variable transcripts partially grouped the samples from patients by sex and whether they use insulin. These groups overlap, making it difficult to differentiate the relationship between sex or insulin use and the transcripts' expression. Two clusters appeared to coincide with sex. A cluster that included an X chromosome-related transcript, *XIST,* exhibited elevated expression in females. Similarly, a cluster with elevated expression in males contained several Y-linked transcripts (*DDX3Y, TXLNGY, UTY, USP9Y, ZFY, NLGH4Y*). An additional cluster included multiple matrix metalloproteinases (e.g., *MMP1, MMP7, MMP8, MMP9, MMP12)* and another included immunoglobulins. This clusters exhibited partial alignment with plaque rupture status and showed increased expression in the symptomatic group, similar to our previous study in non-diabetic subjects. Thus, while systemic factors such as sex and insulin use are the primary drivers of variability in the transcriptome, the transcriptome of the plaque is altered by plaque rupture.

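All 5 of these metalloproteinases, which degrade collagen, elastin and other matrix proteins, were among the 57 most variable genes. MMP12 ranked 7, MMP9 12, MMP7 13, MMP1 16 and MMP8 38 by variance among all 40376 genes. MMP7, MMP8, MMP1 and MMP12 lie together on chromosome 11 of GRCh37, from 102391239 (the start of MMP7) to 102745712 (the end of MMP12), all on the minus strand, and MMP9 lies on chromosome 20 from 44637547 to 44645200. When the 57 genes were clustered on 1 minus their Pearson correlation, the coefficient the paper names for genetic similarity, though this distance was added here only after the Euclidean tree was seen, the smallest branch with all 5 metalloproteinases held 9 genes. The remaining 4 were the macrophage-related genes SPP1, CHI3L1, MARCO and IL1RN, named after their values were seen. The smallest branch with all 31 immunoglobulin genes held no other gene. On the Euclidean distance of the transformed counts, which also follows abundance, neither group formed a branch of its own, and the smallest branch with the 5 metalloproteinases was the whole tree of 57 genes. Across the 12 plaques, the score of the 5 metalloproteinases followed that of 20 genes of foamy, lipid-laden macrophages, a list that includes SPP1, CHI3L1 and MARCO (Pearson's r = 0.94, permutation p = 1e-05, the smallest the 100000 resamples can give, and Spearman's rho = 0.94, permutation p = 3e-05). Adjusted over the 5 relations computed, these p values were 5e-05 and 1.2e-04. The r was 0.91 within the asymptomatic and 0.99 within the symptomatic plaques, and 0.90 without the 2 plaques farthest from the median metalloproteinase score. The metalloproteinase score was not set against the other macrophage, lipid or inflammatory lists. Whether the relation is particular to foamy macrophages was therefore not tested. The score of the constant-region list, which includes IGJ, the joining chain made by plasma cells, followed the plasma cell list (r = 0.90, adjusted permutation p = 6.7e-05, rho = 0.94, adjusted permutation p = 1.2e-04, r = 0.92 without the 2 farthest plaques) and the B cell list (r = 0.89, adjusted permutation p = 6.7e-05, rho = 0.89, adjusted permutation p = 4.7e-04, r = 0.86 without the 2 farthest plaques). No relation was found between the metalloproteinase and immunoglobulin scores (r = 0.13, adjusted permutation p = 0.692, rho = 0.042, adjusted permutation p = 0.904, r = -0.12 without the 2 farthest plaques).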

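Metalloproteinases and immunoglobulins were on average higher in symptomatic plaques, with wide overlap between the groups. All 5 metalloproteinases had a log2 fold change above 0, with a median of 1.19. MMP9, a gelatinase, was at 104 ± 118 CPM (SD, n = 6) in asymptomatic and 237 ± 142 CPM (SD, n = 6) in symptomatic plaques, and MMP12, the macrophage elastase, at 88.0 ± 118 and 234 ± 185 CPM (SD, n = 6 each). MMP7, known as matrilysin, had a log2 fold change of 1.27 (standard error 1.25), the neutrophil collagenase MMP8 was at 9.91 ± 20.4 and 15.2 ± 14.4 CPM, and the collagenase MMP1 at 30.8 ± 60.0 and 33.0 ± 35.0 CPM. The log2 fold changes ran from 0.10 (standard error 1.32) for MMP1 to 1.41 (standard error 1.19) for MMP12, and none of the 5 passed edgeR's test, over all genes or adjusted over the list alone. The score of the 5 genes was 2.32 log2 units higher in symptomatic plaques (exact permutation test, two-sided, p = 0.162, adjusted p = 0.678 over the 41 lists). The 14 measured genes of the constant-region list, among them the joining chain IGJ, which is not a constant region, all had a log2 fold change above 0, from 0.00034 for IGHA2, with a median of 1.29, as did 76 of 77 variable segments, with a median of 1.46. None passed edgeR's test, over all genes or adjusted over the list alone. IGKC, the kappa light chain, was at 591 ± 904 CPM (SD, n = 6) in asymptomatic and 1420 ± 2237 CPM (SD, n = 6) in symptomatic plaques, and IGHG1 at 587 ± 1026 and 1160 ± 1781 CPM. The segment IGHV3-7 had a log2 fold change of 2.58 (standard error 0.87, adjusted p = 0.959 from edgeR). The score of the constant-region genes was 2.09 log2 units higher (exact permutation test, p = 0.128) and that of the variable segments 1.79 higher (exact permutation test, p = 0.171), each with an adjusted p of 0.678 by exact permutation. Camera, with a preset correlation of 0.01, gave adjusted p values of 0.00235 for the metalloproteinases, 2.0e-08 for the constant regions and 1.6e-23 for the variable segments. With an estimated correlation each had an adjusted p = 0.541. The study picked the metalloproteinases and the immunoglobulin cluster on these samples, so their direction is not independent evidence. Single plaques changed these values: between symptomatic and asymptomatic replicate 5 left out, the log2 fold changes were -0.47 and 2.35 for MMP1 and 0.76 and 3.77 for MMP7, that of MMP8 was 0.15 without symptomatic replicate 2 and 3.24 without asymptomatic replicate 5, that of MMP12 was 2.21 without the latter, and that of IGKC was -0.16 without symptomatic replicate 3 and -0.32 with 2 surrogate variables. For MMP7, MMP8, MMP9 and MMP12, limma-voom gave 3.22, 2.58, 2.40 and 2.53 and the replicate block 2.65, 1.90, 2.36 and 2.54, and for MMP12 2 surrogate variables gave 0.90. The replicate number is only a subject number within each group, so this block pairs plaques of different patients. MMP1, at 0.10 in the main fit, reached 2.16 in the highest alternative with all plaques kept. Not all of these values are the same measure. The log2 fold change of edgeR follows the ratio of mean levels, while limma-voom and the list scores average log values. They can differ where single plaques dominate the mean of a group. With each plaque left out in turn, the metalloproteinase score was 1.485 (asymptomatic replicate 4) to 3.21 (asymptomatic replicate 5), with exact permutation p values of 0.0519 to 0.320, the constant-region score was 2.79 without asymptomatic replicate 6 (exact permutation p = 0.0411, not adjusted over the lists), and the variable-segment score was 1.19 (symptomatic replicate 3) to 2.42 (asymptomatic replicate 6), and 0.90 with no filter on low counts.

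**Figure D1:**
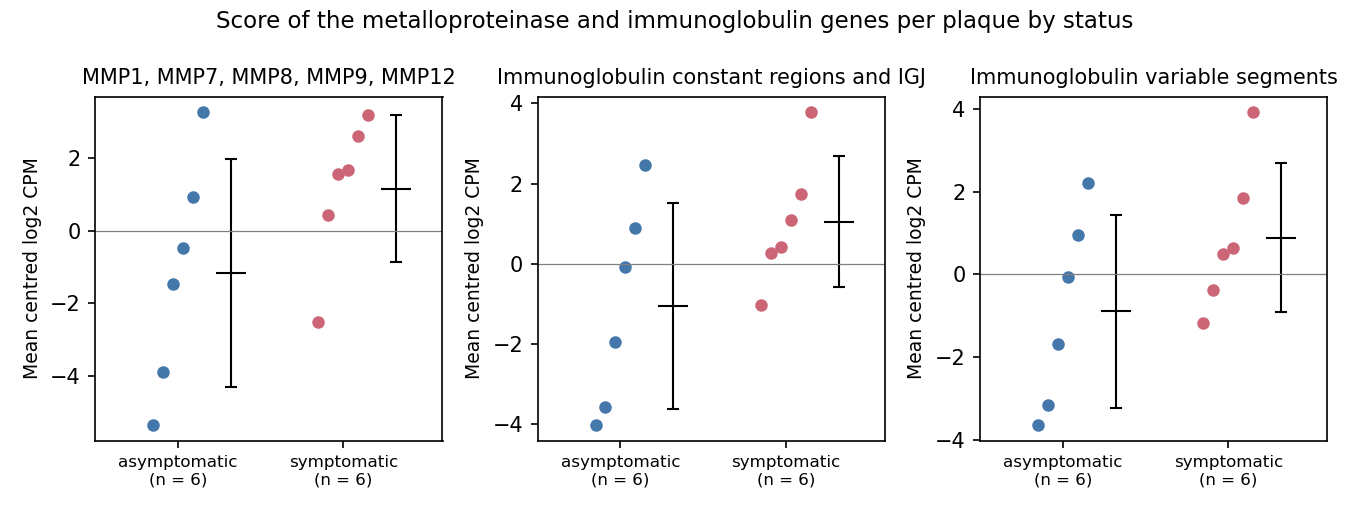
Score of each plaque (mean log2 CPM of the genes, centred on each gene's mean over the 12 plaques) for the 5 metalloproteinases, the immunoglobulin constant regions with IGJ, and the immunoglobulin variable segments, by status. Points are plaques, and the black marks are the group mean with its SD (n = 6). The groups overlap in all 3 panels, with a difference of the means of 2.32, 2.09 and 1.79 log2 units.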

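Other gene groups of the plaque leaned one way by status without passing the test between plaques. In the foamy macrophage list, 19 of 20 genes had a log2 fold change above 0 (median 0.70), among them the fatty acid-binding protein FABP4 (2.40, standard error 0.99), the lipid scavenger receptor CD36 (1.55, standard error 0.77) and APOE (1.34, standard error 0.65). The general macrophage list was divided evenly, with 10 genes above and 10 below 0. All 10 measured B cell genes were above 0 (median 0.82), among them FCRL1 (2.52, standard error 0.91) and MS4A1, which encodes CD20 (1.67, standard error 0.70). All 20 contractile smooth muscle genes were below 0 (median -0.43), among them CASQ2 (-1.79, standard error 0.86) and phospholamban, PLN (-0.82, standard error 0.48). No gene of these lists passed edgeR's test over all genes or adjusted over its list alone. Without symptomatic replicate 3 the log2 fold changes of MS4A1, FCRL1 and FABP4 were 0.64, 1.14 and 1.43, without symptomatic replicate 5 that of CD36 was 0.76, and without asymptomatic replicate 4 those of CASQ2 and PLN were -1.16 and -0.36. With 2 surrogate variables they were 0.34 for MS4A1, 0.76 for FCRL1, 0.49 for FABP4, 0.83 for CD36, 0.65 for APOE, -0.84 for CASQ2 and -0.21 for PLN. The exact permutation p values of the scores were 0.160 for foamy macrophages, 0.173 for B cells and 0.312 for smooth muscle, and none of the 41 lists passed after adjustment (lowest adjusted p = 0.678). Camera called 19 of the 41 lists with the preset correlation and 0 with an estimated one (adjusted p = 0.541 for foamy macrophages and B cells and 0.619 for smooth muscle). Across the 12 plaques, the smooth muscle score ran against the metalloproteinase score (Pearson's r = -0.61, adjusted permutation p = 0.0429, and Spearman's rho = -0.41, adjusted permutation p = 0.231). Pearson's r was -0.20 without the 2 plaques farthest from the median metalloproteinase score. It was -0.51 within the asymptomatic and -0.66 within the symptomatic plaques. From the PCA, in which it reports groups by sex and a partial separation by insulin use, from a like partial grouping in the hierarchical clustering, and from metalloproteinase and immunoglobulin clusters that aligned in part with rupture status and were raised in the symptomatic group, the paper concludes that systemic factors are the primary drivers of variability and that rupture alters the plaque transcriptome.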

**Fig. 2:**
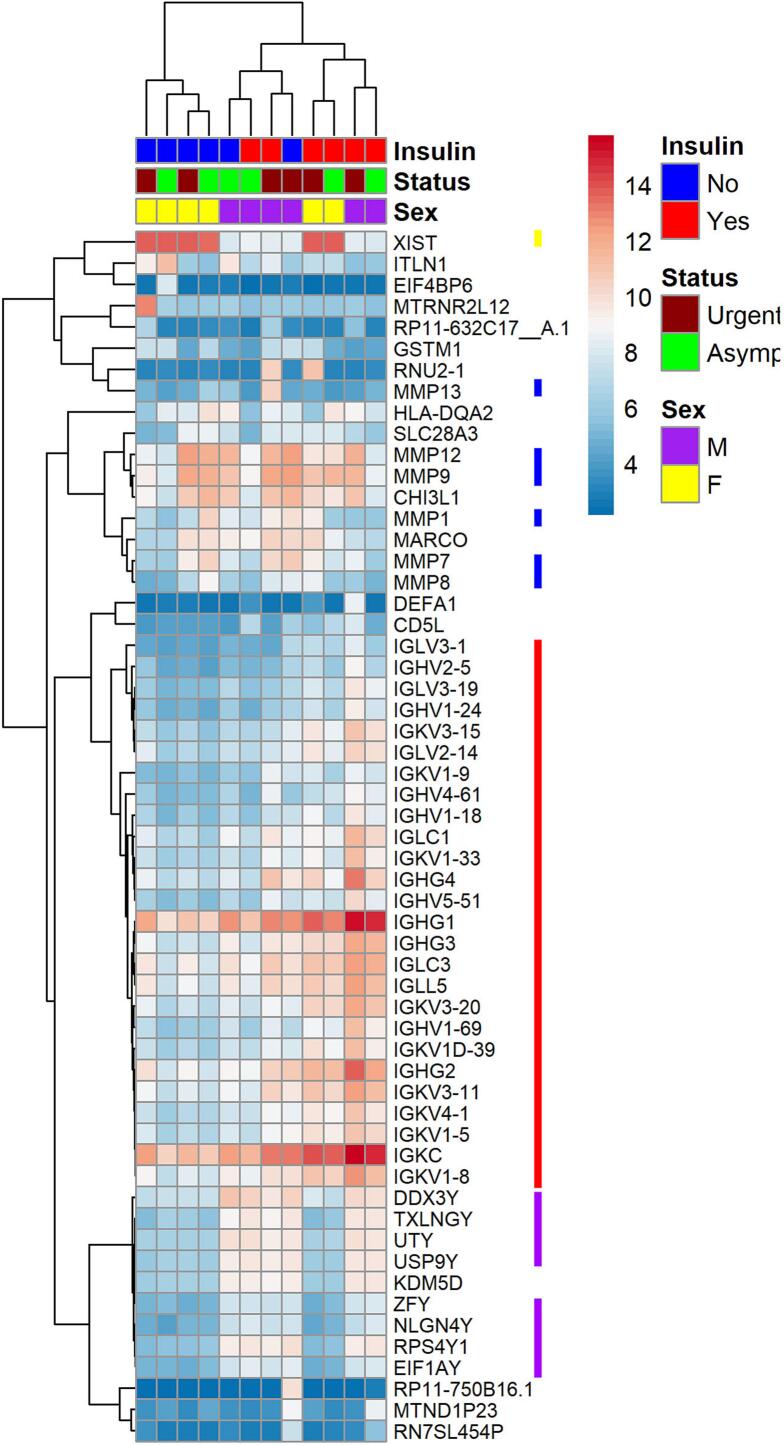
Hierarchical clustering identifies groups of co-expressed transcripts in atherosclerotic plaques. Clustering of the top 57 transcripts in carotid plaques differentiates between asymptomatic and recently ruptured plaques. Bars adjacent to the cluster indicate locations of transcripts associated with female sex (yellow) male sex (green), metalloproteinases (blue), and immunoglobulins (red).

### 3.4 Differential gene expression associated with insulin use suggests increased vascular inflammation

We next looked at DEGs associated with plaque rupture in diabetic patients. Only two transcripts were identified: a small nuclear RNA (*RNU2–1)* and a pseudogene (*PI4KAP1).* Given that rupture status did not appear as a major contributor to the variability between samples, the fact that very few DEGs related to plaque rupture is not surprising. 

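PI4KAP1, a pseudogene of the phosphatidylinositol 4-kinase PI4KA, was higher in every symptomatic than in every asymptomatic plaque. It lies on chromosome 22 of GRCh37 from 20383513 to 20427835 on the minus strand, where the annotation lists it as a long non-coding RNA. Its level was 4.41 ± 0.91 CPM (SD, n = 6) in asymptomatic and 10.9 ± 4.03 CPM (SD, n = 6) in symptomatic plaques, from 61 to 91 and from 155 to 296 counts (exact permutation test, two-sided, p = 0.0022, the smallest that 6 plaques against 6 allow). The study picked PI4KAP1 on these same plaques, so this p is not independent evidence. Complete separation of the groups was seen for 26 of 21892 genes, where chance gives about 47.4. For PI4KAP1 the log2 fold change was 1.31 (standard error 0.23, adjusted p = 0.959 from edgeR's quasi-likelihood test). With DESeq2 it was 1.31 (standard error 0.25, adjusted p = 0.0023). PI4KA and PI4KAP2, a further copy of it, share sequence with PI4KAP1, so reads could be split among them. Both were added to the named genes after the data were seen. PI4KA had a log2 fold change of 0.17 (standard error 0.096) and PI4KAP2 of 0.23 (standard error 0.20), and neither passed edgeR's test. RNU2-1, a gene of the U2 small nuclear RNA of the spliceosome, had 0 counts in all 6 asymptomatic plaques and in 4 of the 6 symptomatic plaques, and 1823 and 1910 counts in the remaining 2. The symptomatic mean of 26.1 CPM was at least 977.6-fold higher than the floor of 3 counts over the asymptomatic group, and it rested on 2 libraries. The paper also lists RNU2-1 among the genes raised with insulin use, which was not assigned to plaques here. A difference by status in this gene therefore cannot be told apart from one by insulin use. The mean log2 CPM of RNU2-1 differed by 3.21 (exact permutation test, p = 0.455). Since only 2 libraries held counts, both symptomatic, this test could give no lower p and decides nothing. The filter on low counts removed RNU2-1 before edgeR's test. DESeq2, which applies no such filter, fitted a log2 fold change of 25.53 (standard error 3.00, adjusted p = 7.5e-13). With the filter lifted, edgeR fitted 12.05 (adjusted p = 0.981). Reads of U2 genes also fall on other rows, and the 34 rows named for U2 together held 1270 to 3370 CPM in the 10 libraries without RNU2-1 counts and 1415 to 3101 CPM in the 2 with them. At an adjusted p under 0.05, edgeR called 0 genes higher and 0 lower in symptomatic plaques, and 478 were higher and 254 lower at an unadjusted p under 0.05. That balance was 529 higher and 529 lower with 2 surrogate variables in the model, and 708 higher and 787 lower without symptomatic replicate 1. DESeq2 called 2 higher, RNU2-1 and PI4KAP1, and 0 lower, and limma-voom called 0. Next to PI4KAP1, among genes with a mean CPM of at least 1 and a symbol not of the usual non-coding forms, the smallest p values of those higher in symptomatic plaques belonged to DOT1L, a histone methyltransferase (log2 fold change 0.62, standard error 0.15), AP3D1, a subunit of an adaptor complex of vesicle transport (0.31, standard error 0.080), MFI2 (1.09, standard error 0.29), ARSA (0.67, standard error 0.17), GIT1 (0.42), GNB2 (0.48), ZYX (0.51), SLC7A1 (0.50) and TRAF2 (0.56). Among lower genes they belonged to NUDT4 (-0.61, standard error 0.16), UFSP2 (-0.60, standard error 0.16), KCNT2 (-0.49), STXBP4 (-0.38), TM4SF1 (-0.43), NRN1 (-0.80), CYSLTR2 (-0.53), SMURF2P1 (-0.55), SLC14A1 (-0.72) and ZNF658B (-0.46). None of these passed, at an adjusted p of 0.959 from edgeR.

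**Figure D2:**
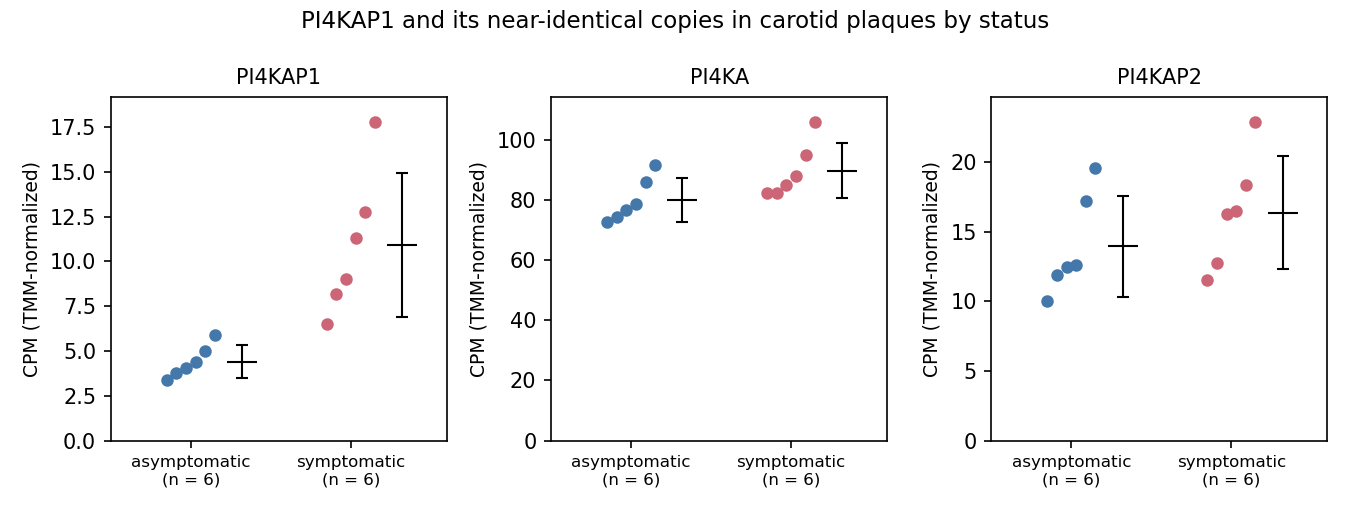
CPM of PI4KAP1 and its near-identical copies PI4KA and PI4KAP2 in each plaque by status, each panel on its own axis from 0. Points are plaques, and the black marks are the group mean with its SD (n = 6). For PI4KAP1 the 6 symptomatic plaques sit between 6.50 and 17.8 CPM, all above the asymptomatic plaques, which sit between 3.38 and 5.89 CPM. The groups overlap for the other genes.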

As our clustering analysis suggested insulin use as a contributor to the variability of the dataset, we examined the DEGs associated with a subject's insulin use (Table 2). The majority of the transcripts elevated in the insulin use group are related to immune system functions, including several encoding immunoglobulins and regulators of the function of B cells (*MZB1),* T cells (*BTN3A1, BTN3A2, BTN3A3, CD96,* and *CTSW*), and macrophages (*MPEG1*). *BTN3A1* and *BTN3A3*, upregulated in insulin users, are critical in modulating T-cell function, suggesting that insulin therapy may enhance adaptive immune activity within plaques. This aligns with the observed increased expression of *MPEG1*, a macrophage activation marker, pointing to amplified vascular inflammation in diabetic plaques. There were also increases in two transcripts associated with vascular smooth muscle cell proliferation (*UTS2* and *ADAM22*). These results suggest that insulin-dependent diabetes may be related to increased inflammation in atherosclerotic plaques.

**Table 2:** Differentially Expressed Genes Associated with Insulin Use.

Gene Symbol	Mean Expression	Log_2_ (Fold Change)	Standard Error	Adjusted P-value
RNU2–1	260	25.48	3.00	< 0.01
IGHV6–1	24	7.40	1.49	< 0.01
IGKV3–20	1478	4.10	0.92	0.02
IGKV1–17	95	4.04	0.91	0.02
IGLV2–18	33	3.72	0.71	< 0.01
IGHV3–33	289	3.61	0.75	< 0.01
IGHV1OR15–1	31	3.45	0.78	0.02
IGHV4–55	32	3.42	0.83	0.04
IGHV3–49	116	3.41	0.85	0.05
IGHV3–73	47	3.31	0.75	0.02
UTS2	16	2.91	0.64	0.01
MZB1	130	2.82	0.64	0.02
IL5RA	23	1.95	0.45	0.02
TDRD15	17	1.93	0.47	0.04
LINC00612	32	1.79	0.44	0.04
C1orf200	25	1.26	0.31	0.04
MPEG1	3406	1.15	0.27	0.02
PYHIN1	145	1.10	0.27	0.05
C5orf63	69	1.06	0.24	0.02
GPR126	253	1.02	0.25	0.04
SVEP1	1099	0.99	0.23	0.02
GIMAP1	207	0.94	0.18	< 0.01
BTN3A2	840	0.90	0.20	0.02
ADAM22	131	0.85	0.19	0.01
IQCH-AS1	116	0.85	0.18	0.01
CD96	205	0.83	0.21	0.05
CTSW	89	0.78	0.17	0.01
BTN3A3	629	0.69	0.17	0.05
BTN3A1	921	0.64	0.15	0.03
PCBP1-AS1	811	0.25	0.06	0.04
AFF4	4208	−0.28	0.07	0.05
TP53BP2	1211	−0.44	0.11	0.03
TCTN2	268	−0.46	0.11	0.04
SPSB1	567	−0.88	0.21	0.04
MURC	36	−0.98	0.20	< 0.01

### 3.5 The fibrous cap of symptomatic plaques is enriched with transcripts associated with neovascularization

While the effects of diabetes are likely consistent throughout the artery, the transcriptome of the fibrous cap is the most important in determining plaque vulnerability. Thus, comparing the transcripts differentially expressed in the fibrous cap versus the media of carotid plaques may reveal transcripts associated with plaque rupture in diabetic subjects. We used spatial deconvolution to resolve the carotid plaque transcriptome. We compared the difference in fold change of transcripts in the fibrous cap versus media between the ruptured and asymptomatic subjects (Table 3). All but one of the DEGs elevated in the symptomatic group (*ALS2CL, EPHB4, SMAD1, PREX2, EFNA5*) are associated with plaque neovascularization, a process commonly found in vulnerable plaques (Table 3). [6] There were five transcripts with lower expression in the fibrous cap of symptomatic plaques, but these did not exhibit a common function in the vasculature. The upregulation of angiogenesis-related genes such as *SMAD1* and *PREX2* in symptomatic plaques suggests a key role for intraplaque neovascularization in the development of plaque instability.

**Table 3:** Differentially Expressed Genes in the Fibrous Cap Associated with Plaque Rupture.

	Mean Log_2_ (Fold Change)					
Gene Symbol	Symptomatic	Asymptomatic	Delta	Standard error	p-value	Putative Function
ALS2CL	0.34	−0.45	0.79	0.15	0.05	Regulation of Rab5 /Angiogenesis
EPHB4	0.30	−0.48	0.79	0.17	0.02	Angiogenesis
SMAD1	0.25	−0.49	0.74	0.14	0.01	Angiogenesis
FXYD6-FXYD2	0.22	−0.50	0.72	0.12	0.02	
PREX2	0.04	−0.66	0.70	0.15	0.04	Angiogenesis
EFNA5	−0.17	−0.47	0.30	0.04	0.01	Angiogenesis
NEK3	−0.21	0.14	−0.36	0.06	0.05	Cell proliferation
SLC8A1	0.08	0.44	−0.36	0.09	0.03	Ion channel / VSMC proliferation
ZKSCAN5	−0.23	0.13	−0.36	0.07	0.02	Transcription
RASEF	−0.66	0.17	−0.83	0.19	0.04	Inhibition of vascular remodeling
LIG4	−0.55	0.28	−0.83	0.12	0.02	DNA Repair

## 4 Discussion

Previously, we performed a study in non-diabetic male subjects and found clear differences between those subjects with a recent cerebrovascular event and those without. The current study was designed to identify differences in the transcriptome associated with plaque rupture in diabetes. The data instead show that in the setting of diabetes, numerous factors contribute to the variability of the transcriptome, complicating the identification of the transcripts associated with plaque rupture.

That aspects of diabetes would promote changes in the carotid transcriptome is not unexpected. Singh et al. found lower expression of transforming-growth factor β in carotid plaques of type 2 diabetic patients. [21] We have reported the elevation of microRNA-221 and -222 in both non-diseased and diseased arteries of diabetic subjects. [22,23] Stratification of the samples according to insulin use identified several transcripts suggesting increased vascular inflammation in subjects on insulin therapy. On the other hand, Narayanan et al. did not observe differences between the cellular composition of carotid plaques from diabetic versus non-diabetic patients using deconvolution of bulk microarray data. [24] This study included samples from up to six months after the ischemic cerebrovascular event, potentially accounting for this difference with our study. Focusing on a specific subset of diabetic subjects, for example, only insulin-dependent subjects, might minimize the variability induced by diabetes and allow for a better examination of the mechanisms leading to plaque rupture.

We examined the ability of PCA to separate the samples according to their clinical scenarios. We found that there was no set of transcripts that completely separated the samples along a single principal component. The best clustering was achieved with a relatively small number of transcripts and accounted for only 45.8 % of the variance of the dataset. The PCA suggests that sex and insulin use were the most substantial contributors to variability between samples and not plaque rupture as we observed previously. The hierarchical clustering exhibited a similar lack of grouping according to clinical characteristics. Examining the individual clusters reveals that one was enriched for matrix metalloproteases and another for immunoglobulins. These clusters, which exhibit elevated levels in the symptomatic group, were also observed in our previous study in non-diabetic subjects. [12] In fact, the clusters are almost identical in the two studies with only two additional transcripts being included in the previous study. Thus, in presence of diabetes there are processes, namely B cell infiltration and extracellular matrix degradation that occur in a similar manner in unstable plaques.

We identified several DEGs that were associated with insulin use. Binding of insulin to its receptor results in the activation of the Akt and Extracellular signal Response Kinase 1/2 (ERK1/2) pathways. We and others have found increased ERK1/2 activity compared to Akt activity in diabetic models. [25,26] Several of the up-regulated DEGs are known to be increased in response to ERK1/2 activation or its downstream mediators. An inflammatory gene, *IL5RA*, is increased in myeloid cells where ERK1/2 activity has been stimulated by triciribine. [27] *SVEP1* is a gene associated with increased vascular smooth muscle cell proliferation and migration in atherosclerotic plaque development and its expression is induced by EGR-1, an early response gene downstream of ERK1/2. [28] Urotensin II, which is encoded by *UTS2*, is a potent vasoconstrictor that contributes to atherosclerosis. [29] Urotensin II expression is increased in response to Activator Protein-1, a transcription factor downstream of the ERK1/2 pathway. [30] *ADAM22*, is associated with increased plaque development and is regulated by the steroid coactivator, SRC-1, which also participates in co-activation of AP-1. [[31], [32], [33]] Thus, it is possible that the up-regulated DEGs associated with insulin use are resulting from increased insulin activation of the ERK1/2 pathway and promote vascular inflammation.

Several other studies have found that members of the matrix metalloproteinase enriched cluster (*MMP1, MMP8, MMP9,* and *MMP12*) were also found to up-regulated in unstable carotid plaques obtained from patients undergoing CEA. [[34], [35], [36], [37]] MMP1 and MMP7 were elevated in the serum of patients with unstable versus carotid plaques. [38] The matrix metalloproteinases found in this cluster degrade diverse components of the fibrous cap, including collagen (*MMP1* and *MMP8*), fibronectin (*MMP7*), gelatin (*MMP9*), and elastin (*MMP12*). [39,40] Elevated MMP1 and MMP9 were also correlated with an increase in plaque angiogenesis and vulnerability in a rabbit model of atherosclerosis. [41,42]

Our previous study also found increased immunoglobulins and other transcripts associated with B cell function. [12] As stated above, the immunoglobulins identified as increased in the symptomatic plaques were also observed clustered together in our previous study. While macrophages are the most common inflammatory cells found in the fibrous cap, B cells are present in the vulnerable sections of fibrous caps of carotid plaques. [2] The increased immunoglobulins do not include IgMs, suggesting this may represent an increase in follicular B cells. This subset of B cells is proatherogenic and promotes plaque vulnerability. [43,44] Thus, while plaque rupture may not be the dominant factor regulating gene expression in carotid plaques under diabetic conditions, the hierarchical clustering suggests some of the same mechanisms seen in the non-diabetic setting appear to be active.

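IGHM, which encodes the constant region of the IgM heavy chain, was measured in all 12 plaques and was higher on average in symptomatic plaques, without passing the test. It lies on chromosome 14 of GRCh37 from 106318037 to 106322323. Its level was 13.6 ± 12.7 CPM (SD, n = 6) in asymptomatic and 52.2 ± 66.3 CPM (SD, n = 6) in symptomatic plaques, a log2 fold change of 1.94 (standard error 0.86, adjusted p = 0.959 from edgeR). Among the constant regions of IgG, the log2 fold change was 0.98 (standard error 1.27) for IGHG1, 1.84 (standard error 1.34) for IGHG2, 0.95 (standard error 1.22) for IGHG3 and 3.49 (standard error 1.38) for IGHG4, with the same adjusted p. By variance over the plaques IGHM ranked 79, outside the 57 most variable genes, while IGHG4, IGHG2, IGHG1 and IGHG3 ranked 8, 9, 10 and 22. One symptomatic plaque, replicate 3, held the highest level of IGHM, at 183 CPM, and of each of the 4 IgG genes. Without it the log2 fold changes of IGHG1, IGHG2 and IGHG3 turned to -0.38, -0.041 and -0.57, and those of IGHG4 and IGHM were 1.69 and 0.94. With 2 surrogate variables they were -0.24, -0.0063 and -0.56 for IGHG1, IGHG2 and IGHG3, 1.56 for IGHG4 and 0.75 for IGHM. Other alternatives raised them. The highest with all plaques kept were 2.91, 3.14, 2.365 and 4.26 for IGHG1 to IGHG4 and 2.17 for IGHM. With a plaque left out the highest were 2.72, 2.98, 2.29 and 5.03 for IGHG1 to IGHG4 and 2.44 for IGHM.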

Intraplaque neovascularization is associated with atherosclerotic plaque vulnerability and is increased in diabetic patients. [6,7] Here, we used spatial deconvolution to identify transcripts that increased in the fibrous cap of the symptomatic subjects. All but one of the transcripts identified have putative roles in intraplaque neovascularization and angiogenesis (Table 3). ALS2CL and its homolog, ALS2, are involved in the regulation of Rab5 activity, which plays a role in angiogenesis. [45] Rab5 activity in atherosclerotic plaques has also been implicated in the loss of VSMCs in vulnerable plaques. [46] *EPHB4* and *EFNA5* encode members of the Eph family of receptors and ligands that have roles in angiogenesis. [47,48] *PREX2* is a Rho guanine nucleotide exchange factor that promotes endothelial cell migration. [49] *SMAD1* deficiency is embryonically lethal due to impaired vessel development. [50] Together, the increase in these transcripts suggests intraplaque neovascularization may be increased in the ruptured plaques of diabetic subjects.

A strength of the current study is the timing of the sample collection. The samples were collected on average 5.3 days after the ischemic cerebrovascular event. We have previously reported that two microRNAs are down-regulated following plaque rupture with their expression returning to normal within 7 days. [22] As CEAs are more commonly performed months after an ischemic cerebrovascular event, our carotid samples gives us a more accurate picture of the transcriptome during rupture. Nonetheless, we recognize that some of the identified changes are a result rather than a cause of the rupture. A key limitation of the design of this study was the lack of inclusion of non-diabetic subjects in the current data collection. Our hope was to directly compare with our previously published non-diabetic dataset as it was collected at the same time and processed in a similar matter. Unfortunately, we found that batch effects prevented this approach. An additional limitation of this study is the reliance on bulk RNA-seq, which lacks single-cell resolution. However, the use of spatial deconvolution circumvents this by providing regional insights, such as identifying fibrous cap-specific expression patterns critical to plaque rupture. Still, our data highlights the need to use spatial transcriptomic methods to examine the changing transcriptome in vulnerable plaque. Finally, given the variability of data, future studies that control for differences in diet may better identify the differences between asymptomatic and rupture plaque transcriptomes.

The primary finding of this report is that the presence of diabetes promotes changes in the transcriptome that promote vascular inflammation. These changes appear to be more pronounced in the insulin-dependent diabetic subjects. The data support an increase in a broad spectrum of matrix metalloproteinases and immunoglobulins in the recently ruptured plaques, comparable to that seen in non-diabetic subjects. Finally, our analysis suggests an increase in intraplaque neovascularization accompanied by plaque rupture. Future studies that directly compare changes in the transcriptome and cellular composition in specific plaque regions between diabetic and non-diabetic subjects are thus needed to understand the mechanisms leading to atherosclerotic plaque rupture.

## CRediT authorship contribution statement

**Angelle Bradford:** Writing – original draft, Visualization, Validation, Methodology, Investigation, Formal analysis, Data curation. **Tadashi Yoshida:** Resources, Formal analysis, Data curation. **Sergiy Sukhanov:** Resources, Formal analysis, Data curation. **Foster F. Woods:** Investigation, Formal analysis, Data curation. **Patrice Delafontaine:** Writing – review & editing, Supervision, Resources, Project administration, Methodology, Funding acquisition. **Hernan A. Bazan:** Writing – review & editing, Resources, Project administration, Methodology, Investigation, Formal analysis, Conceptualization. **T. Cooper Woods:** Writing – review & editing, Visualization, Validation, Supervision, Software, Resources, Project administration, Methodology, Investigation, Funding acquisition, Formal analysis, Data curation, Conceptualization.

## Author contributions

A. B., H.A.B. and T.C.W. conceived and designed research; A. B., S.S., T.Y., F.F.W. and T.C.W. performed experiments; A. B., H.A.B. and T.C.W. analyzed data; A. B., H.A.B. and T.C.W. interpreted results of experiments; A. B. and T.C.W. prepared figures; A. B. and T.C.W. drafted manuscript; A. B., S.S., T.Y., F.F.W., P.D., H.A.B., and T.C.W. edited and revised manuscript; A. B., S.S., T.Y., F.F.W., P.D., H.A.B., and T.C.W. approved final version of manuscript.

## Financial support

10.13039/100000002National Institutes of Health, 10.13039/100000050National Heart, Lung & Blood Institute, Grant/Award Numbers: R01HL127092 (to TCW) and R01HL070241 (to PD); 10.13039/100000002National Institutes of Health, 10.13039/100000057National Institute of General Medical Sciences, Grant/Award Numbers: P30GM103337 and U54GM104940; 10.13039/100000002National Institutes of Health, 10.13039/100006108National Center for Advancing Translational Science, Grant/Award Numbers: UM1TR004771 (to PD). Eye, Ear, Nose & Throat Foundation, Grant/Award Numbers: EE220703 and EE220803 (to TCW).

## Declaration of competing interest

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests:

T. Cooper Woods reports financial support was provided by National Heart Lung and Blood Institute. Patrice Delafontaine reports financial support was provided by National Heart Lung and Blood Institute. Patrice Delafontaine reports financial support was provided by NIH National Institute of General Medical Sciences. T. Cooper Woods reports financial support was provided by Eye, Ear, Nose and Throat Foundation. Patrice Delafontaine reports financial support was provided by National Center for Advancing Translational Sciences. The other authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## References

[1] Carr S., Farb A., Pearce W.H., Virmani R., Yao J.S. (1996). Atherosclerotic plaque rupture in symptomatic carotid artery stenosis. J Vasc Surg.

[2] Milei J., Parodi J.C., Fernandez Alonso G., Barone A., Beigelman R., Ferreira L.M. (1996). Carotid atherosclerosis. Immunocytochemical analysis of the vascular and cellular composition in endarterectomies. Cardiologia.

[3] Bennett M.R., Sinha S., Owens G.K. (2016). Vascular smooth muscle cells in atherosclerosis. Circ Res.

[4] Butcovan D., Mocanu V., Baran D., Ciurescu D., Tinica G. (2016). Assessment of vulnerable and unstable carotid atherosclerotic plaques on endarterectomy specimens. Exp Ther Med.

[5] Galis Z.S., Sukhova G.K., Lark M.W., Libby P. (1994). Increased expression of matrix metalloproteinases and matrix degrading activity in vulnerable regions of human atherosclerotic plaques. J Clin Invest.

[6] Virmani R., Kolodgie F.D., Burke A.P., Finn A.V., Gold H.K., Tulenko T.N. (2005). Atherosclerotic plaque progression and vulnerability to rupture: angiogenesis as a source of intraplaque hemorrhage. Arterioscler Thromb Vasc Biol.

[7] Purushothaman K.R., Purushothaman M., Muntner P., Lento P.A., O’Connor W.N., Sharma S.K. (2011). Inflammation, neovascularization and intra-plaque hemorrhage are associated with increased reparative collagen content: implication for plaque progression in diabetic atherosclerosis. Vasc Med.

[8] Nikolajczyk B.S. (2010). B cells as under-appreciated mediators of non-auto-immune inflammatory disease. Cytokine.

[9] C. American Diabetes Association pProfessional pPractice (2022). 9. Pharmacologic approaches to glycemic treatment: standards of medical care in Diabetes-2022. Diabetes Care.

[10] Pilla S.J., Yeh H.C., Juraschek S.P., Clark J.M., Maruthur N.M. (2018). Predictors of insulin initiation in patients with type 2 diabetes: an analysis of the look AHEAD randomized trial. J Gen Intern Med.

[11] Alfaraj S.A., Vos R.C., Spruit M., Groenwold R.H., Mook-Kanamori D.O. (2025). Sociodemographic and biological determinants of insulin initiation in type 2 diabetes: a cohort study using routinely collected primary care data. The British journal of general practice: the journal of the Royal College of General Practitioners.

[12] Bazan H.A., Brooks A.J., Vongbunyong K., Tee C., Douglas H.F., Klingenberg N.C. (2022). A pro-inflammatory and fibrous cap thinning transcriptome profile accompanies carotid plaque rupture leading to stroke. Sci Rep.

[13] Trapnell C., Roberts A., Goff L., Pertea G., Kim D., Kelley D.R. (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and cufflinks. Nat Protoc.

[14] Xu G., Deng N., Zhao Z., Judeh T., Flemington E., Zhu D. (2011). SAMMate: a GUI tool for processing short read alignments in SAM/BAM format. Source Code Biol Med.

[15] Robinson J.T., Thorvaldsdottir H., Winckler W., Guttman M., Lander E.S., Getz G. (2011). Integrative genomics viewer. Nat Biotechnol.

[16] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[17] Soneson C., Love M.I., Robinson M.D. (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res.

[18] Liao J., Qian J., Fang Y., Chen Z., Zhuang X., Zhang N. (2022). De novo analysis of bulk RNA-seq data at spatially resolved single-cell resolution. Nat Commun.

[19] Higashi Y., Sukhanov S., Shai S.Y., Danchuk S., Snarski P., Li Z. (2020). Endothelial deficiency of insulin-like growth factor-1 receptor reduces endothelial barrier function and promotes atherosclerosis in Apoe-deficient mice. Am J Physiol Heart Circ Physiol.

[20] Mocci G., Sukhavasi K., Ord T., Bankier S., Singha P., Arasu U.T. (2024). Single-cell gene-regulatory networks of advanced symptomatic atherosclerosis. Circ Res.

[21] Singh P., Sun J., Cavalera M., Al-Sharify D., Matthes F., Barghouth M. (2024). Dysregulation of MMP2-dependent TGF-ss2 activation impairs fibrous cap formation in type 2 diabetes-associated atherosclerosis. Nat Commun.

[22] Bazan H.A., Hatfield S.A., O’Malley C.B., Brooks A.J., Lightell D., Woods T.C. (2015). Acute loss of miR-221 and miR-222 in the atherosclerotic plaque shoulder accompanies plaque rupture. Stroke.

[23] Coleman C.B., Lightell D.J., Moss S.C., Bates M., Parrino P.E., Woods T.C. (2013). Elevation of miR-221 and -222 in the internal mammary arteries of diabetic subjects and normalization with metformin. Mol Cell Endocrinol.

[24] Narayanan S., Vuckovic S., Bergman O., Wirka R., Verdezoto Mosquera J., Chen Q.S. (2025). Atheroma transcriptomics identifies ARNTL as a smooth muscle cell regulator and with clinical and genetic data improves risk stratification. Eur Heart J.

[25] Lightell D.J., Moss S.C., Woods T.C. (2018). Upregulation of miR-221 and -222 in response to increased extracellular signal-regulated kinases 1/2 activity exacerbates neointimal hyperplasia in diabetes mellitus. Atherosclerosis.

[26] Jonas M., Edelman E.R., Groothuis A., Baker A.B., Seifert P., Rogers C. (2005). Vascular neointimal formation and signaling pathway activation in response to stent injury in insulin-resistant and diabetic animals. Circ Res.

[27] Suzuki S., Suzuki S., Sato-Nagaoka Y., Ito C., Takahashi S. (2024). Identification of triciribine as a novel myeloid cell differentiation inducer. PLoS One.

[28] Tian Q., Chen J.H., Ding Y., Wang X.Y., Qiu J.Y., Cao Q. (2024). EGR1 transcriptionally regulates SVEP1 to promote proliferation and migration in human coronary artery smooth muscle cells. Mol Biol Rep.

[29] Watanabe T., Pakala R., Katagiri T., Benedict C.R. (2001). Synergistic effect of urotensin II with serotonin on vascular smooth muscle cell proliferation. J Hypertens.

[30] Chiu C.Z., Wang B.W., Shyu K.G. (2014). Angiotensin II and the JNK pathway mediate urotensin II expression in response to hypoxia in rat cardiomyocytes. J Endocrinol.

[31] McCartan D., Bolger J.C., Fagan A., Byrne C., Hao Y., Qin L. (2012). Global characterization of the SRC-1 transcriptome identifies ADAM22 as an ER-independent mediator of endocrine-resistant breast cancer. Cancer Res.

[32] Lee S.K., Kim H.J., Na S.Y., Kim T.S., Choi H.S., Im S.Y. (1998). Steroid receptor coactivator-1 coactivates activating protein-1-mediated transactivations through interaction with the c-Jun and c-Fos subunits. J Biol Chem.

[33] Zhang S.M., Jiang L., Zhao X., Liu J.F., Liang B., Liu C. (2019). A disintegrin and metalloprotease 22 accelerates neointima formation by activating ERK signaling. Atherosclerosis.

[34] Papaspyridonos M., Smith A., Burnand K.G., Taylor P., Padayachee S., Suckling K.E. (2006). Novel candidate genes in unstable areas of human atherosclerotic plaques. Arterioscler Thromb Vasc Biol.

[35] Müller A., Krämer S.D., Meletta R., Beck K., Selivanova S.V., Rancic Z. (2014). Gene expression levels of matrix metalloproteinases in human atherosclerotic plaques and evaluation of radiolabeled inhibitors as imaging agents for plaque vulnerability. Nucl Med Biol.

[36] Peeters W., Moll F.L., Vink A., van der Spek P.J., de Kleijn D.P., de Vries J.P. (2011). Collagenase matrix metalloproteinase-8 expressed in atherosclerotic carotid plaques is associated with systemic cardiovascular outcome. Eur Heart J.

[37] Molloy K.J., Thompson M.M., Jones J.L., Schwalbe E.C., Bell P.R., Naylor A.R. (2004). Unstable carotid plaques exhibit raised matrix metalloproteinase-8 activity. Circulation.

[38] Pelisek J., Rudelius M., Zepper P., Poppert H., Reeps C., Schuster T. (2009). Multiple biological predictors for vulnerable carotid lesions. Cerebrovasc Dis.

[39] Nagase H., Visse R., Murphy G. (2006). Structure and function of matrix metalloproteinases and TIMPs. Cardiovasc Res.

[40] Visse R., Nagase H. (2003). Matrix metalloproteinases and tissue inhibitors of metalloproteinases: structure, function, and biochemistry. Circ Res.

[41] Liu X.Q., Mao Y., Wang B., Lu X.T., Bai W.W., Sun Y.Y. (2014). Specific matrix metalloproteinases play different roles in intraplaque angiogenesis and plaque instability in rabbits. PLoS One.

[42] Johnson J.L., George S.J., Newby A.C., Jackson C.L. (2005). Divergent effects of matrix metalloproteinases 3, 7, 9, and 12 on atherosclerotic plaque stability in mouse brachiocephalic arteries. Proc Natl Acad Sci USA.

[43] Tay C., Liu Y.H., Kanellakis P., Kallies A., Li Y., Cao A. (2018). Follicular B cells promote atherosclerosis via T cell-mediated differentiation into plasma cells and secreting pathogenic immunoglobulin G. Arterioscler Thromb Vasc Biol.

[44] Tay C., Liu Y.H., Hosseini H., Kanellakis P., Cao A., Peter K. (2016). B-cell-specific depletion of tumour necrosis factor alpha inhibits atherosclerosis development and plaque vulnerability to rupture by reducing cell death and inflammation. Cardiovasc Res.

[45] Silva P., Hernández N., Tapia H., Gaete-Ramírez B., Torres P., Flores T. (2024). Tumor-derived hypoxic small extracellular vesicles promote endothelial cell migration and tube formation via ALS2/Rab5/β-catenin signaling. FASEB J.

[46] Zhang X., Xu R., Wang T., Li J., Sun Y., Cui S. (2024). PTP1B modulates carotid plaque vulnerability in atherosclerosis through Rab5-PDGFRβ-mediated endocytosis disruption and apoptosis. CNS Neurosci Ther.

[47] Taylor A.C., Murfee W.L., Peirce S.M. (2007). EphB4 expression along adult rat microvascular networks: EphB4 is more than a venous specific marker. Microcirculation.

[48] Du W., Huang L., Tang X., Li J., Li X. (2020). Ephrin-A5 is involved in retinal neovascularization in a mouse model of oxygen-induced retinopathy. Biomed Res Int.

[49] Li Z., Paik J.H., Wang Z., Hla T., Wu D. (2005). Role of guanine nucleotide exchange factor P-rex-2b in sphingosine 1-phosphate-induced Rac1 activation and cell migration in endothelial cells. Prostaglandins Other Lipid Mediat.

[50] Lechleider R.J., Ryan J.L., Garrett L., Eng C., Deng C., Wynshaw-Boris A. (2001). Targeted mutagenesis of Smad1 reveals an essential role in chorioallantoic fusion. Dev Biol.

How the deposited data were processed for this re-analysis (not part of the article)

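Plaque RNA from 12 patients with diabetes, 6 asymptomatic and 6 symptomatic, had been depleted of ribosomal RNA and sequenced by the authors, 1 library per plaque. The deposited table gives, per gene symbol and plaque, the whole-number count that the authors made from the reads. The methods name hg19, Novoalign, TopHat and SAMMate for alignment and FPKM values and tximport and DESeq2 for testing, and the submitters' processing notes name GRCh38, RSEM 1.3.0 and DESeq2. RSEM gives estimated counts, which would have been rounded before deposit. Filters applied by the authors are not given in the sources used here. The mean normalized counts that the paper lists for 35 genes in Table 2 were set beside means computed from the table over all 12 plaques. The computed means were 0.785 to 1.05 times the paper's (median 0.989), and 34 of 35 were within 1.1 times.

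Each column was assigned to a plaque by its library name in the sample labels, which also give its status. No column was left over. The labels give 1 batch. Insulin use and other patient characteristics were not assigned to single plaques, so the conclusions on insulin use were left out, as was the spatial deconvolution, whose reference data were not used here. No 2 libraries had counts within sampling noise of each other (the smallest chi-square per degree of freedom of any pair was 29.6).

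Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and plotted with matplotlib 3.10.9. The main comparison was edgeR's quasi-likelihood test of symptomatic against asymptomatic plaques, with TMM normalization, edgeR's filter on low counts (minimum count 10) and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. The filter left 21892 genes of the 40376 in the table. It removed RNU2-1, for which the planned edgeR test then gave no value, so the difference in mean log2 CPM without the filter stands in its place, on another scale than DESeq2's fitted value. The 118 rows for XIST, its neighbours and Y-linked genes counted toward edgeR's library sizes and were then left out of the tests of genes and gene lists. For DESeq2's gene test they were removed before its size factors. The principal components and the clustering of plaques, with their tests, kept them unless stated. The study's own thresholds, an adjusted p under 0.05 and a fold change above 2, were applied as well. The common biological coefficient of variation was 0.316. On simulated counts with 200 changed genes among 21925, drawn from the plaques' own means, spread and depth, edgeR found 49% of 2-fold and 89% of 4-fold changes, with 4.17% of its calls false. On the same simulation DESeq2 found 69% and 94%, with 19.3% false, and limma-voom 50% and 88%, with 2.82% false. The changed genes all had a mean CPM of at least 1. Each gene was drawn independently, without the variation that genes share across real plaques. These rates therefore need not hold for the plaques themselves.

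Gene lists (41 with at least 2 measured members) were written before the data were examined. They cover cell types of the plaque, matrix, lipid, inflammatory and signalling genes, the genes named in the study, and structured RNAs. Each list was scored per plaque as the mean centred log2 CPM (prior count 2) and tested by an exact permutation test over 924 assignments, beside camera with a preset correlation of 0.01 and with an estimated one. On 500 simulated lists of 15 unchanged genes, 3.8% had an exact p under 0.05. The paper's statistical methods name Pearson's correlation for genetic similarity, without a linkage and without saying whether the clustering used it. Complete linkage on Euclidean distance was taken as the main setting for plaques and genes, and correlation distances as alternatives. Correlations across plaques used 100000 resamples. Principal components were computed on DESeq2's variance-stabilized counts of the 57 genes of largest variance, and plaques were clustered by complete linkage. Scores of single plaques on the components are not shown, since the 57 genes include sex-linked ones.

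The genes named are those the study names for plaque status, its clusters and IgM, the 10 higher and 10 lower genes of smallest p with a mean CPM of at least 1, since fewer than 10 genes were called (symbols with the usual prefixes of non-coding RNA were left out, though some pseudogenes remained), up to 4 members of smallest p for each list described, and genes of Tables 2 and 3. Not each gene that this rule allows is printed, and which are was decided after the values were seen. PI4KA, PI4KAP2, SPP1, CHI3L1, MARCO and IL1RN lie outside the gene rule for single genes and were chosen after the values were seen. Coordinates come from a GENCODE annotation of GRCh37, matched by symbol, and RNU2-1 had no match there.

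Depth was 16657492 to 28135458 counts per plaque. A count of 0 allows up to 3 counts, which over the asymptomatic group is 0.0267 CPM. Such floors cover counting error only. Alternatives were DESeq2, other normalizations and filters, a robust fit, limma-voom with sample weights, 2 surrogate variables, the replicate number as a block, other prior counts, other numbers of variable genes, other transformations, linkages and distances, and leaving out each plaque in turn. The replicate number is a subject number within each group, and the plaques are not paired by it. Deviations from the group means correlated at -0.29 to 0.31 between plaques of the same number.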

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

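Each group of 6 plaques was checked for a plaque whose gap to the nearest other value, divided by the group's range, exceeded Dixon's 95% critical value. This covered the CPM of the genes named in the text other than RNU2-1, with further members of the same lists, the scores of the 41 lists and the total count. Of 214 groups checked, 35 passed this limit. Chance passes about 1 in 20 groups where values are normally distributed, here about 10.7, and more where they are skewed, as CPM are here. How many more was not computed, so whether 35 is an excess cannot be judged. The check first covered 72 groups (the genes the study names, the higher and lower genes of smallest p, 3 scores and the total count), of which 14 passed, and was widened to the others after that was seen. The groups are not independent, since many are genes of 1 cell type measured in the same plaques. No explanation was tested for them. Outside these groups, MTRNR2L12, a nuclear copy of the mitochondrial ribosomal RNA gene MT-RNR2 and 1 of the 57 most variable genes, took 99.1% of its CPM summed over the plaques from 1 plaque, and is not shown per plaque, as other genes whose level can follow a donor's sequence are not.

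Among asymptomatic plaques, replicate 5 stood apart in 3 metalloproteinases, with MMP1 at 152 CPM against 19.6 in the next highest plaque, MMP7 at 134 against 10.7 and MMP8 at 51.5 against 4.55. Asymptomatic replicate 6 stood apart in immunoglobulin and plasma cell genes, with IGHG1 at 2644 CPM against 470 in the next highest plaque, IGHG3 at 248 against 76.2, IGHG4 at 93.6 against 19.6, IGLC7 at 1.66 against 0.449, IGHV2-5 at 7.37 against 2.50, IGHV3-23 at 31.0 against 10.4 and MZB1 at 14.8 against 4.34. Asymptomatic replicate 1 had the highest HBA1 of its group, 77.0 CPM against 29.1, and the highest HBA2, 96.1 against 30.2. FCRL1 was at 1.40 CPM in asymptomatic replicate 3 against 0.549, and PREX2 at 136 CPM in asymptomatic replicate 2 against 63.6. The score of the proliferation list was -1.70 in asymptomatic replicate 4 against -0.32 in the next lowest plaque.

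Symptomatic replicate 3 stood apart in B cell, plasma cell and immunoglobulin genes. IGKC was at 5907 CPM there against 1280 in the next highest symptomatic plaque, IGHG1 at 4726 against 1072, IGHG2 at 1553 against 197.5, IGHG3 at 509 against 85.4, IGHG4 at 1121 against 166 and IGHM at 183 against 58.6. In the same plaque IGLC7 was at 5.36 CPM against 1.54, IGHV2-5 at 73.6 against 12.6, IGHV3-23 at 157 against 45.9, MS4A1 at 19.98 against 4.44, FCRL1 at 12.7 against 3.00, FCRLA at 2.77 against 1.05, SDC1 at 21.4 against 5.55, POU2AF1 at 21.8 against 10.2 and MZB1 at 31.8 against 6.89. It also had the lowest TM4SF1 of its group, 76.3 CPM against 98.1 in the next lowest. MMP13, a collagenase outside the 57 most variable genes, was at 104 CPM in symptomatic replicate 4 against 1.79 in the next highest plaque, and its log2 fold change of 3.33 (standard error 1.52) was -0.94 without that plaque. CD36 was at 1879 CPM in symptomatic replicate 5 against 492. The score of the replication histone list was 0.73 in symptomatic replicate 5 against 0.17, and that of the sterol synthesis list 0.62 in symptomatic replicate 1 against 0.033.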

How the results depend on the processing

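Over 78 results, 1535 of 1573 alternative values had the direction and side of the threshold of the reported one, or lay near it where there was no test, 21 were reversed, 3 passed a threshold that the reported value did not, and 14 moved. This count does not measure how stable the sizes were. Most results passed no threshold in any setting, so for them only a change of sign could count as different. For MMP1, 0.10 and 2.16 count as the same. The PC1 difference has no sign and could not reverse. The distance between genes was the only alternative chosen after seeing the data, and with it the smallest branch with the 5 metalloproteinases held 9 genes. With DESeq2, 2 genes were higher and 2 passed the study's thresholds, with log2 fold changes of 1.31 for PI4KAP1 (adjusted p = 0.0023, against 0.200 to 1.00 over its other alternatives) and 25.53 for RNU2-1 (adjusted p = 7.5e-13). RNU2-1 differed by 1.89 to 3.86 in mean log2 CPM without each plaque in turn. Camera with an estimated correlation called 0 lists, against 19 with the preset one. With 2 surrogate variables the log2 fold changes of IGHG1, IGHG2, IGHG3, IGKC, MZB1, EPHB4 and POU2AF1 were -0.24, -0.0063, -0.56, -0.32, -0.47, -0.034 and -0.067. The share of variance on PC1 was 46.6%, 39.2%, 37.6% and 38.7% with 200, 500, 1000 and 5000 genes, 46.8% with log2 CPM, 46.2% with rlog, 61.1% without sex-linked genes and 38.0% without immunoglobulin genes. Without each plaque in turn it was 41.0% (symptomatic replicate 3) to 58.8% (asymptomatic replicate 2). In the same way log2 fold changes were -0.47 (symptomatic replicate 5) to 2.35 (asymptomatic replicate 5) for MMP1, -0.94 (symptomatic replicate 4) to 4.09 (asymptomatic replicate 5) for MMP13, and -0.37 (asymptomatic replicate 5) to 0.12 (asymptomatic replicate 2) for PREX2. From symptomatic replicate 3 to asymptomatic replicate 6 left out, they were -0.38 to 2.72 for IGHG1, -0.041 to 2.98 for IGHG2, -0.57 to 2.29 for IGHG3, -0.16 to 2.52 for IGKC and -0.39 to 1.89 for MZB1. The score of the immunoglobulin constant regions was 1.504 (asymptomatic replicate 4) to 2.79 (asymptomatic replicate 6), the latter with an exact permutation p of 0.0411, not adjusted over the lists, and no other single plaque left out gave this score an unadjusted p under 0.05.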

Differences from the paper's values

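The paper reports 2 transcripts that passed its thresholds between symptomatic and asymptomatic plaques. At those thresholds, edgeR's quasi-likelihood test called 0 genes here, with 732 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2, the tool the methods name, called 2, and these were RNU2-1 and PI4KAP1, the genes the paper names. RLE size factors, upper-quartile factors, no filter on low counts, a filter at a mean CPM of 1, a robust quasi-likelihood fit, limma-voom with sample weights, 2 surrogate variables and the replicate block each called 0.

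The paper describes the raised immunoglobulins as lacking IgM. Here the log2 fold change of IGHM was 1.94 (standard error 0.86), against 0.98 for IGHG1, 1.84 for IGHG2, 0.95 for IGHG3 and 3.49 for IGHG4, none past the threshold of edgeR's test. With each plaque left out in turn, IGHM ran from 0.94 to 2.44, IGHG1 from -0.38 to 2.72 and IGHG2 from -0.041 to 2.98. IGHG3 ran from -0.57 to 2.29 and IGHG4 from 1.69 to 5.03. The order of IGHM against IGHG1 and IGHG2 thus changed with the plaque left out. IGHM was also absent here from the 57 most variable genes, at rank 79.

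The legend of Fig. 2 says that clustering of the transcripts tells asymptomatic and ruptured plaques apart, and section 3.3 says that no set did so. Here 7 of 12 plaques fell with their own status on the 57 most variable genes (Fisher's exact test, p = 1), where 6 of 12 is the lowest count possible.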

Other observations

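Lipid-handling genes and hemoglobins leaned toward symptomatic plaques. In a list of targets of the liver X receptor and genes of cholesterol efflux, 9 of 10 had a log2 fold change above 0, with a median of 0.93. They included the desaturase SCD (1.44, standard error 0.57), the lipogenic regulator SREBF1 (0.86, standard error 0.29), the receptor gene NR1H3 itself (1.21, standard error 0.58) and the transporter ABCG1 (0.97, standard error 0.42). The list score was 0.77 log2 units higher (exact permutation test, two-sided, p = 0.182, adjusted p = 0.678 over 41 lists). Sterol synthesis genes were divided, with 8 of 18 above 0. The hemoglobin genes HBA1, HBA2 and HBB had log2 fold changes of 1.45 (standard error 0.64), 1.69 (standard error 0.70) and 1.16 (standard error 0.58), and the erythroid list score was 0.98 higher (exact permutation test, p = 0.0866, adjusted p = 0.678). None of these genes passed edgeR's test over all genes or adjusted over its list alone. Without asymptomatic replicate 1 the log2 fold changes of HBA1 and HBA2 were 2.25 and 2.60, with limma-voom those of HBA1 and HBB were 2.20 and 2.07, and with 2 surrogate variables that of ABCG1 was 0.53.

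Metalloproteinases outside the study's cluster included MMP25 (log2 fold change 0.85, standard error 0.34) and MMP19 (0.91, standard error 0.45), and 8 of 11 were above 0 (score difference 0.36, exact permutation test, p = 0.173). The value of MMP19 was 0.51 without symptomatic replicate 5 and 0.58 with 2 surrogate variables. The inhibitors TIMP1 to TIMP4, RECK and A2M were divided, with 2 of 6 above 0 (score difference -0.088, exact permutation p = 0.439). The adipocyte list had the lowest unadjusted p of all lists (score difference 0.46, exact permutation test, p = 0.0195, adjusted p = 0.678), with 6 of 7 genes above 0, among them ADIPOQ (0.50, standard error 0.16) and FABP4, which the foamy macrophage list also holds. Other lists, by the median log2 fold change of their members and the exact permutation p of their score, were plasma cell (0.50, p = 0.405), T cell (0.28, p = 0.558), cytotoxic (0.077, p = 0.747), general macrophage (-0.0059, p = 0.851), neutrophil (0.35, p = 0.437), platelet (0.10, p = 0.413), haem and iron (0.053, p = 0.539), mast cell (0.14, p = 0.548), fibrous matrix (-0.088, p = 0.742), endothelial (0.21, p = 0.513), angiogenesis (0.14, p = 0.375), interferon (0.14, p = 0.535), inflammatory (0.21, p = 0.595), hypoxia (0.27, p = 0.372), sterol synthesis (-0.036, p = 0.771), calcification (0.24, p = 0.355), insulin signalling (-0.13, p = 0.316), immediate early (0.077, p = 0.651), mesothelial (-1.18, p = 0.608), Schwann cell (0.055, p = 0.799), lymphoid organ (0.29, p = 0.173), structured RNA (0.28, p = 0.487), mitochondrially encoded (-0.045, p = 0.900), replication histone (0.18, p = 0.169) and proliferation (0.31, p = 0.305).

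The fibrous cap genes of Table 3 come from a spatial deconvolution that was not repeated here. In the whole-plaque counts, the 5 measured genes that the paper lists as raised in the symptomatic cap had log2 fold changes by status from -0.28 (PREX2) to 0.27 (EPHB4), with 2 above 0 (score difference 0.0099, exact permutation test, p = 0.950), and 2 of 5 of those it lists as lower were above 0 (score difference -0.027, exact permutation p = 0.675). PREX2 was at 0.12 without asymptomatic replicate 2, and EPHB4 at -0.034 with 2 surrogate variables. The genes that the paper lists with insulin use were compared here by plaque status only. Outside the immunoglobulins it lists 21 as raised, of which the filter on low counts left 19, without RNU2-1 and UTS2. Of these 19, 13 were above 0 (score difference 0.18, exact permutation p = 0.647). The highest of the 19 was MZB1 at 0.91 (standard error 0.91), and -0.39 without symptomatic replicate 3. Of the 9 immunoglobulin segments listed as raised, 7 were left, and 7 of 7 were above 0 (score difference 1.23, exact permutation p = 0.336). Of those it lists as lower, 2 of 5 were above 0 (score difference -0.027, exact permutation p = 0.820).

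PI4KAP1 was higher in all 6 symptomatic plaques than in any asymptomatic one, and the patterns weighed from here on had been seen before their tests were chosen, though not the values the tests gave, except for the test of structured RNAs in a single library, which was chosen after their values were seen. If reads had moved to PI4KAP1 from its copies, the change in the summed CPM of PI4KA and PI4KAP2 would have been -3.25 or lower, beside the 6.51 CPM that PI4KAP1 gained. It was 12.2 instead (standard error 5.82), which argues against reads taken from those copies only if the copies were otherwise level between the groups. A rise of the copies themselves could hide such a transfer. PI4KAP1 took on average 4.53% of the CPM of the 3 genes in asymptomatic and 9.23% in symptomatic plaques (exact permutation test, p = 0.0043). After correction of each plaque for GC content, the log2 fold change was 1.20 (standard error 0.25) against 1.31 before, and the correction moved other genes by up to 0.54. It covered 15930 genes, those with a known GC content among tested genes with a mean CPM of at least 1 (84.0%), a limit set after 79.2% was seen to be the share over all tested genes. Complete separation of the groups was seen for 26 of 21892 genes, where chance gives 0.216%, or about 47.4. Chance therefore remains open, as do a transfer hidden by a rise of the copies, reads from an overlapping gene and a difference that follows plaque status.

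RNU2-1 counts were present in 2 of 12 libraries, both symptomatic. If U2 reads had been assigned to RNU2-1 in these libraries and to another U2 row in others, their summed U2 count would lie within the range of the other 10. It did in 1 of the 2 for the raw counts, and in both for CPM (1415 and 3101 against 1270 to 3370). RNU2-1 was only 2.21% and 6.24% of that sum, so this cannot be told apart from added U2 RNA. Other structured RNAs were above the highest of the other 10 libraries (58462 CPM) in 1 of the 2 (62224 CPM). For the second (41463 CPM), 9 of the 10 libraries with 0 RNU2-1 counts held more. This sum leaves out the U2 rows and may be set mostly by the 7SL and 7SK RNAs. These took means of 3.42% and 1.19% of the counts in asymptomatic plaques. The sum therefore cannot show whether RNAs such as U2 were retained more, and that stays open for both libraries. A separate set of gene rows for these libraries is argued against: they shared 1 gene with at least 50 counts in both and 0 in the other 10, RNU2-1 itself, and the highest of the other 65 pairs also shared 1.

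By status, 732 of 21892 genes (3.34%) had an unadjusted p under 0.05, and 0 were called by edgeR. The share depended on single plaques: it was 6.73% without symptomatic replicate 1, 6.34% without asymptomatic replicate 1 and 2.07% without asymptomatic replicate 4. Chance cannot be excluded for the 732 genes, since 48 of 100 splits of the 12 plaques into 6 and 6, the real one included and drawn from 462, had at least as many. The other splits had a median of 694 and a highest of 4674, and what sets the highest apart was not tested. For a count of 0 calls the splits decide nothing, since all 100 reach it (highest other split 1 call). With 2 surrogate variables for hidden differences the share was 4.83%, and 19 of 40 splits fitted the same way reached it (highest other 22.9%). Whether hidden differences kept status genes from being found cannot be told apart from few such genes: the bound set for this test, 5%, lies closer to 4.83% than the spread between splits, and its other bound, on the number of splits, measures chance and not what hidden differences cover.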
